A study of Mus musculus with 6 samples. Its data were reported in "FAK activity sustains intrinsic and acquired ovarian cancer resistance to platinum chemotherapy" (2019).

How the data were processed

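RNA was measured in 2 mouse ovarian cancer cell lines grown for 5 days as tumorspheres, that is, as floating clusters of cells in serum-free medium. ID8 is a line derived from mouse ovarian surface epithelium. KMF, labelled ID8-IP in the deposited sample descriptions, was recovered from ID8 cells that had grown in the peritoneal cavity of mice, and the study found DNA gains in it, among them gains of Myc and of the gene of focal adhesion kinase (FAK). Each line had 3 libraries made at different passages, which were 23, 24 and 35 for ID8 replicates 1 to 3 and 14, 17 and 22 for KMF replicates 1 to 3. Passages of the lines do not overlap, so passage cannot be told apart from line in any comparison. The passage covariate used below is centred within each line and cannot remove that difference. Poly-A RNA was converted to libraries and sequenced by a service provider as paired-end reads.

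The authors' methods state that reads were mapped with TopHat2 and that the lines were compared with DESeq2. The versions, the counting tool, the annotation release and whether counting used strand were not stated. The gene coordinates match the mouse assembly GRCm38, since 7293 of the 7320 listed gene identifiers overlapped the position that GENCODE release M21 gives them. All positions are given on that assembly as the deposited table lists them.

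The deposited table holds a raw read count for each gene and library, which the authors did not normalize. It also holds FPKM, which the authors computed as the fragments of a gene scaled to the listed gene length in kilobases and to the library's fragments on genes, and the deposited gene length in bases. A further pair of columns holds the signal of each line, which in the deposited table is the mean of the 3 counts after division by the authors' size factors. The log2 fold change in the deposited table is that of DESeq2 for KMF over ID8. It was shrunken toward 0 for genes with few counts, since the log2 ratio of the deposited means exceeded it in size by a median of 1.63 among genes with all libraries of a line at 3 counts or fewer, and by 0.0077 among the other genes. The authors' deposited p-value has its Benjamini-Hochberg adjustment beside it. The largest adjusted p-value in the authors' deposited table was 0.0499, so the table lists only genes that had already been called different. From the ratio of adjusted to raw p-values by rank, the authors' deposited table corresponds to 17359 genes tested. Genes outside the table were not analysed here. A total of 14 gene symbols had been turned into dates by a spreadsheet and were restored from the gene identifiers.

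Because the table was selected on the same 6 libraries, the number of calls made from it is no estimate of how many genes changed. For the same reason no gene list or chromosome was tested against the genes outside the table, and the report gives only their counts, directions, shares and medians. In the closing section, lists and chromosomes are set against random draws or shuffled directions within the listed or called genes, which describe these genes alone. The camera and fry tests that had been planned for lists and chromosomes were therefore not run.

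The total number of fragments on genes in each library was recovered from the count, FPKM and length of the listed genes and was used as the library size. Totals ranged from 23108407 to 33212313 fragments. A floor of 3 counts corresponded to between 0.0903 and 0.13 CPM (counts scaled to the library total). Where all libraries of a line were at or under 3 counts, the fold change is given as a lower bound against that floor.

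Counts were fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, two-sided) with TMM scaling on the listed genes and filterByExpr, without a block or covariate. The filter removed 353 genes and left 6967. Adjusted p-values were computed by the Benjamini-Hochberg procedure over the 17359 genes of the authors' test, with genes outside the table taken to rank below those in it. Genes with an adjusted p-value under 0.05 are termed called. Calls were also adjusted over the list alone. Every fitted gene of every list then passed, as is expected of a table that holds only genes called on the same 6 libraries, so that count supports no list. The copy number and phenotype lists were chosen by the study from other measurements. FPKM means were compared against a threshold of 1. Shares of called genes have 95% Wilson intervals, which cover counting error only. The libraries had no molecular identifiers. Other tools were limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

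The edgeR step was tested on simulated data with 7320 genes, of which 200 were changed by 1 log2 unit. It called 91.0% of the changed genes and 5 unchanged genes, and the median estimate was 102% of the true change. Most simulated genes were unchanged, whereas the deposited table lists only genes already called different. The simulation therefore covers unselected genes only. It cannot tell how well scaling, error estimates and calls perform on a table selected in that way. No 2 libraries of a line agreed within sampling noise, since the lowest chi-square per degree of freedom within a line was 19.3, so all 6 were kept as separate replicates.

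Genes named in the text were chosen by a rule fixed before the data were examined. They are all listed genes of the copy number, FAK re-expression and phenotype lists; the 5 genes with the largest and the 5 with the smallest log2 fold change among called genes with a mean of at least 100 counts and no overlap between the lines in CPM; and, for each list of the following kind with called genes, up to 2 members with the largest change. Gene lists for S phase, G2 and M phase, the mitotic checkpoint, double-strand break repair, aldehyde dehydrogenases, beta-catenin targets, epithelial genes, mesenchymal genes, leukocyte genes and Y chromosome genes were also written before the data were examined. A gene of the copy number list and a further gene list are not reported here. Any other gene is said to have been chosen after its values were seen. Of the 40 genes named by the rule, 24 overlap another gene in GENCODE release M21 and 9 overlap a protein-coding gene, and their counts are less certain for that reason.

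Alternatives were DESeq2, upper quartile scaling, library totals alone, no filter on low counts, at least 10 counts in every library, the replicate number as a block, the passage number centred within each line as a covariate, each library left out in turn, limma on log2 of FPKM with 1 or 0.1 added, other FPKM thresholds, an adjusted p-value under 0.01 and protein-coding genes only. The authors' size factors, recovered from the deposited means, and adjustment over the listed genes alone were added after seeing the data.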

Results

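To compare the transcriptomes of ID8 and KMF tumorspheres, 3 RNA libraries of each line were examined. ID8 replicates 1, 2 and 3 held 29483419, 24140447 and 25662850 fragments on genes. KMF replicates 1, 2 and 3 held 23583115, 23108407 and 33212313. The genes in the deposited table carried between 52.8% and 55.9% of these fragments. Across the listed genes, Pearson correlations of log2 CPM (counts scaled to the library total) ranged from 0.986 to 0.995 between libraries of the same line and from 0.866 to 0.879 between libraries of different lines. These correlations are across genes, which are not independent replicates, and the genes had been selected for a difference between the lines.

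The first comparison asked which transcripts differ between the lines. The authors' deposited table listed 7320 genes, which is 42.2% of the 17359 genes tested. In the authors' deposited table, 3565 genes were higher and 3755 lower in KMF, with log2 fold changes from -10.19 to 10.07. An absolute log2 fold change of at least 1 was listed for 3160 genes in the authors' deposited table, 1375 higher and 1785 lower. Of the listed genes 6901, or 94.3%, were protein coding in the authors' deposited table.

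Refitting the counts of 6967 listed genes with edgeR gave 6470 genes with an adjusted p-value under 0.05. Of these, 3164 were higher and 3306 were lower in KMF, a share of 48.9% higher (95% Wilson interval 47.7 to 50.1). Upper quartile scaling moved this share most, to 41.5%. A change of at least 2-fold was found for 2821 of the called genes, 1255 higher and 1566 lower. With limma on log2(FPKM + 1), whose pseudocount reduces the change of low genes, 1487 genes passed the same thresholds. All 6967 fitted genes had the direction of the fold change in the authors' deposited table, with a median absolute difference of 0.02 in log2 fold change. The 3 libraries of each line did not overlap in CPM for 99.1% of called genes, against 10% that chance gives for unchanged genes with 3 libraries in each line. Since the genes were selected on these libraries, that share is not independent evidence.

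FPKM was used to ask which listed genes were expressed in each line. A mean FPKM above 1 was found in both lines for 5362 listed genes, in ID8 alone for 597 and in KMF alone for 313, while 1048 were at or under 1 in both. Among called genes above the threshold in both lines, 1370 (27.7%) changed by at least 2-fold. A threshold of 2 changed the number in KMF alone most, to 371. In the deposited counts, 517 listed genes had every library of a line at 3 counts or fewer, of which 132 were higher and 385 lower in KMF.

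The genes with the largest changes by the fixed rule were near or below the floor in the other line, so their ratios are lower bounds. Peg3 (ENSMUSG00000002265, chromosome 7, 6703892 to 6730421) had between 2229 and 4847 counts in ID8 and 0 in every KMF library, and was at least 1104-fold lower in KMF. A count of 0 there allows an FPKM of up to 0.013. Sgce (chromosome 6, 4674350 to 4747204) was at least 217-fold lower, with 486 to 804 counts in ID8 and at most 2 in KMF. Bex2 (chromosome X, 136066564 to 136068236) was at least 104-fold lower. Unc45b (chromosome 11, 82910550 to 82943403) was at least 89.2-fold lower. Lama1 (chromosome 17, 67697265 to 67822645) was at least 81.6-fold lower. In the other direction, Tek (ENSMUSG00000006386, chromosome 4, 94739289 to 94874976) had 2 counts in each ID8 library and 3476 to 5224 in KMF, at least 1461-fold higher. Ndufa4l2 (ENSMUSG00000040280, chromosome 10, 127514939 to 127517152) had 0, 0 and 1 counts in ID8 and 2197 to 3750 in KMF, at least 1062-fold higher. Elf3 (chromosome 1, 135253575 to 135258568) was at least 411-fold higher, Limch1 (chromosome 5, 66745835 to 67057159) at least 129-fold and Rbfox3 (chromosome 11, 118489762 to 118911597) at least 124-fold. Adjusted p-values from edgeR for these 10 genes ranged from 4.03e-06 for Tek to 0.000501 for Lama1.

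Genes that the study lists for altered DNA copy number in KMF were compared next, to ask whether their RNA differed in the same direction. Of 9 such genes, 6 were in the deposited table, and all 6 were called over all genes tested. All 6 were also called when adjusted over the list alone, which here and in the next 2 lists is not independent evidence, since the table holds only genes selected on these libraries. Ptk2, Irf2 and Pik3r1 were not analysed here. Among genes with reported DNA gains, Myc (ENSMUSG00000022346, chromosome 15, 61985341 to 61990374) had an FPKM of 32.4 ± 7.77 (SD, n = 3) in ID8 and 54.05 ± 5.36 (SD, n = 3) in KMF, a log2 fold change of 0.78 ± 0.17 (SE, edgeR adjusted p-value 0.00848). Recql4 (ENSMUSG00000033762, chromosome 15, 76703553 to 76710559) rose from 1.35 ± 0.322 to 4.18 ± 1.19 (SD, n = 3 each), a log2 fold change of 1.67 ± 0.26 (SE, edgeR adjusted p-value 0.00156).

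Among genes with reported DNA losses, Tusc3 (ENSMUSG00000039530, chromosome 8, 39005867 to 39165112) was lower in KMF, with 47.0 ± 1.96 against 72.2 ± 4.37 FPKM in ID8 (SD, n = 3 each) and a log2 fold change of -0.58 ± 0.08 (SE, edgeR adjusted p-value 0.000688). The other 3 were higher in KMF. Map3k1 (ENSMUSG00000021754, chromosome 13, 111746428 to 111808993) had a log2 fold change of 1.18 ± 0.08 (SE, edgeR adjusted p-value 4.79e-05). Foxd1 (ENSMUSG00000078302, chromosome 13, 98354242 to 98356703) had a log2 fold change of 2.06 ± 0.20 (SE, edgeR adjusted p-value 0.000174). Tjp3 (ENSMUSG00000034917, chromosome 10, 81273207 to 81291267) had 4 to 5 counts in ID8 and 91 to 143 in KMF, a log2 fold change of 4.61 ± 0.44 (SE, edgeR adjusted p-value 0.000159). The Tjp3 locus overlaps the protein-coding gene Apba3 on the opposite strand.

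**Figure D1:**
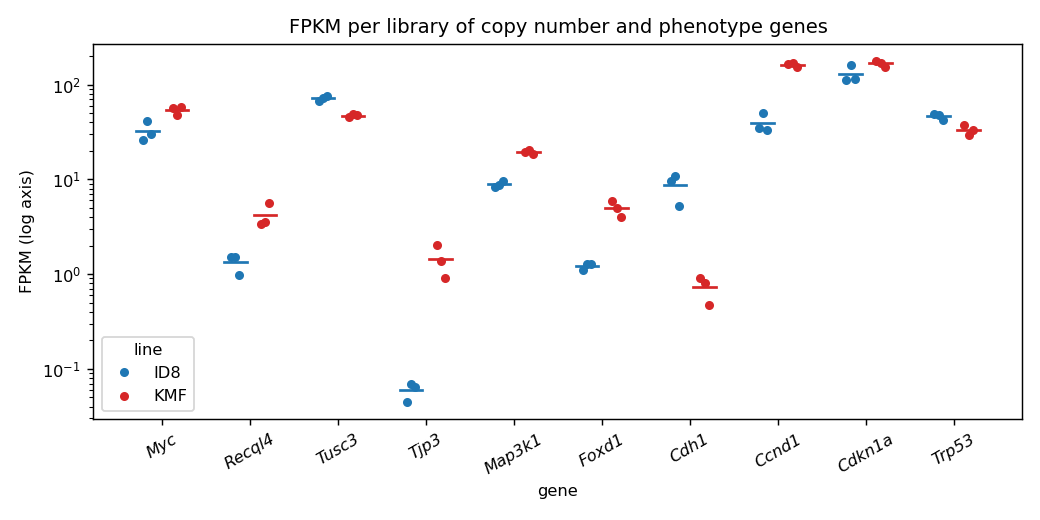
FPKM on a log axis for the copy number and phenotype genes. Each point is a library of ID8 (blue) or KMF (red) and each bar is the mean of 3; Ccnd1 averages 39.5 in ID8 and 162 in KMF.

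Transcripts that the study measured after FAK was put back into FAK-deficient cells were compared between the lines here. Of 10 such genes, 8 were in the table and all 8 were called, also adjusted over the list alone, with 7 higher and 1 lower in KMF. Wnt4 and Klf5 were not analysed here. Besides Ndufa4l2 and Recql4, the log2 fold changes were 2.15 ± 0.28 for Rnf144b (chromosome 13, 47122720 to 47247991), 2.12 ± 0.19 for Spc24 (chromosome 9, 21755442 to 21760286), 1.70 ± 0.22 for Pkmyt1 (chromosome 17, 23726336 to 23736729) and 1.22 ± 0.26 for Dscc1 (chromosome 15, 55076099 to 55090491), each ± SE with edgeR adjusted p-values from 0.000106 to 0.00744. Fos (chromosome 12, 85473890 to 85477273) rose from 5.31 ± 1.97 to 11.2 ± 4.02 FPKM (SD, n = 3 each), a log2 fold change of 1.11 ± 0.34 (SE, edgeR adjusted p-value 0.0331). The Fos call was lost in 5 of 14 alternatives, 4 of which left out a library, with adjusted p-values from 0.00461 to 0.108. Amigo2 (chromosome 15, 97244074 to 97247287) was lower in KMF, with a log2 fold change of -0.84 ± 0.13 (SE, edgeR adjusted p-value 0.00146).

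Transcripts of proteins that the study examined in these lines formed a further list. Of 5 genes, 4 were in the table and 3 were called, or 4 adjusted over the list alone. Ctnnb1 was not analysed here. Cdh1, the gene of E-cadherin (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246), fell from 8.61 ± 2.94 FPKM in ID8 to 0.726 ± 0.222 in KMF (SD, n = 3 each), a log2 fold change of -3.55 ± 0.35 (SE, edgeR adjusted p-value 0.000182). Ccnd1, the gene of cyclin D1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939869), rose from 39.5 ± 9.23 to 162 ± 8.30 FPKM (SD, n = 3 each), a log2 fold change of 2.08 ± 0.17 (SE, edgeR adjusted p-value 7.35e-05). Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873) had a log2 fold change of -0.45 ± 0.11 (SE, edgeR adjusted p-value 0.0143). Its call was lost in 3 of 14 alternatives, each of which left out a library, with adjusted p-values from 0.000927 to 0.0571. Cdkn1a, the gene of p21 (ENSMUSG00000023067, chromosome 17, 29090979 to 29100722), averaged 128 ± 27.4 FPKM in ID8 and 167 ± 11.2 in KMF (SD, n = 3 each). Its log2 fold change of 0.42 ± 0.15 (SE) was not past the threshold (edgeR adjusted p-value 0.0691), and it passed in 3 of 14 alternatives, among them the fit without ID8 replicate 2, with adjusted p-values from 0.00265 to 0.239.

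Gene lists were then counted for the processes that the study names. In the S phase list, 39 of 43 genes were in the table, and all 39 were called and higher in KMF, with a median log2 fold change of 1.22. Of the 54 genes for G2 and M phase, 52 were called and all were higher, with a median of 2.07. For the mitotic checkpoint, 23 of 24 genes were called and all were higher, with a median of 2.12. The lists share genes. Over the 91 genes of the S phase and G2 and M phase lists the median was 1.72, and 1.51 without ID8 replicate 3, in which 81 of them were lower than in both other ID8 libraries. Members with the largest changes were Ckap2l at 2.75 ± 0.22 and Ube2c at 2.69 ± 0.16 for G2 and M phase, E2f8 at 2.48 ± 0.20 and Ccne2 at 2.43 ± 0.12 for S phase, and Nuf2 at 2.61 ± 0.19 beside Ube2c for the checkpoint (log2 fold change ± SE, edgeR adjusted p-values from 1.19e-05 to 8.17e-05). For double-strand break repair, 39 of 52 genes were in the table and 37 were called, 33 higher and 4 lower, with a median of 1.42. The largest change there was that of Rad54b, at 3.15 ± 0.23, followed by Bard1 at 2.14 ± 0.19 (log2 fold change ± SE).

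Other lists went both ways. Of 19 aldehyde dehydrogenases, 16 were called, with 4 higher and 12 lower and a median of -1.08. Aldh1a2 fell from 20.01 ± 13.7 to 0.181 ± 0.117 FPKM (SD, n = 3 each), with 245 counts in ID8 replicate 3 against 1870 and 1520 in the other ID8 libraries, and Aldh1l1 had a log2 fold change of -2.68 ± 0.54 (SE). A count of 12 lower aldehyde dehydrogenases was found under each of the 5 scalings. Of 18 beta-catenin targets, 11 were called, with 9 higher and 2 lower and a median of 1.06. Tcf7 rose by 3.10 ± 0.21 (log2 fold change ± SE) and Sp5 was at least 15.8-fold lower, with 0 to 1 counts in KMF. Epithelial genes had 2 higher and 5 lower of 7 called, and mesenchymal genes 3 higher and 5 lower of 8 called. Twist1 was at least 20.01-fold lower in KMF, with 0 counts in all 3 libraries, and Col3a1 had a log2 fold change of -3.42 ± 0.39 (SE). Of 16 leukocyte genes 1 was in the table, Cd74, with a log2 fold change of -1.95 ± 0.38 (SE, edgeR adjusted p-value 0.00483). Of 4 Y chromosome genes, 0 were in the table.

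**Figure D2:**
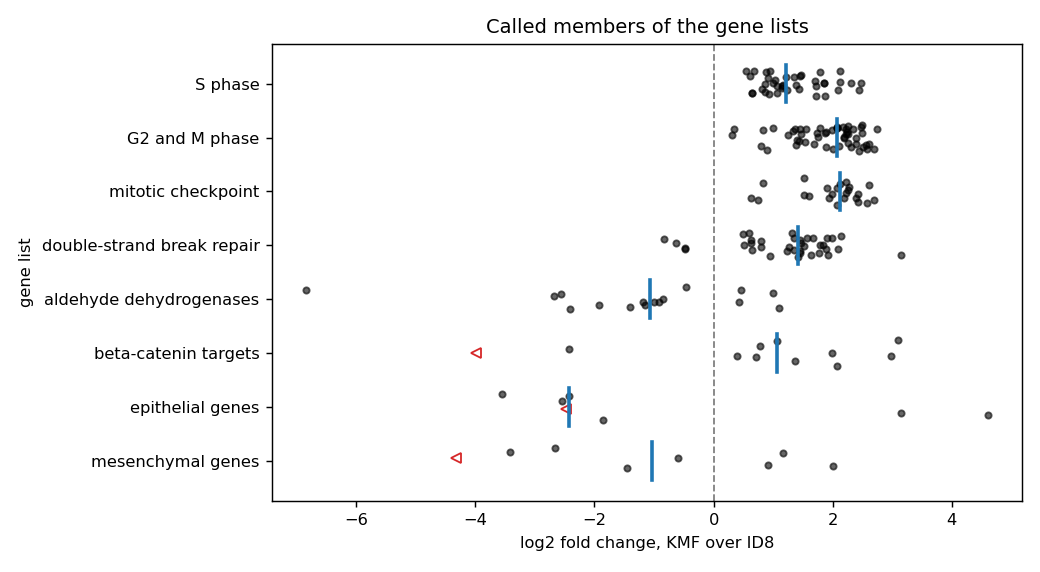
Log2 fold change of KMF over ID8 for the called members of 8 of the gene lists, a point per gene. Blue bars are medians and open red triangles are genes at the floor in KMF, drawn at their bound; all called S phase, G2 and M phase and mitotic checkpoint members lie above 0.

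Since the study reports DNA gains and losses by chromosome, the direction of called genes was compared between chromosomes. The share of called genes higher in KMF ranged from 25.8% on chromosome 19 (95% Wilson interval 21.05 to 31.2, 283 genes) to 74.9% on chromosome 3 (70.2 to 78.99, 374 genes), against 48.9% of all called genes. Chromosomes 11, 6, 8 and X were also mostly lower in KMF, with shares of 27.2%, 33.2%, 33.8% and 36.5%. Chromosomes 9, 5 and 7 were mostly higher, with shares of 65.4%, 63.6% and 61.8%. Upper quartile scaling lowered each of these shares, that of chromosome 3 to 69.8%, and moved all of them most except that of chromosome 19, which moved most, to 29.7%, without KMF replicate 3. Chromosomes 6 and 15 are among those with reported DNA gains, and the share was 33.2% on chromosome 6 (28.4 to 38.5, 328 genes) and 52.2% on chromosome 15 (46.0 to 58.4, 247 genes). Chromosomes 8, 10 and 13 are among those with reported DNA losses, and the share was 33.8% on chromosome 8 (29.1 to 38.8, 361 genes), 40.8% on chromosome 10 (35.4 to 46.3, 309 genes) and 56.3% on chromosome 13 (49.3 to 63.0, 199 genes). The interval of chromosome 15 included the share of all called genes, and that of chromosome 13 lay just above it. The reported changes on chromosomes 6, 8, 10 and 13 cover parts of them. On chromosome 15 the reported gains adjoin and together span both its proximal and its distal side. Split at the midpoint of the listed genes, chromosome 6 had a share of 25.3% on the proximal side (19.05 to 32.8, 150 genes) and 39.9% on the distal side (33.0 to 47.2, 178 genes). The reported gain on chromosome 6 covers bands D1 to G3. The intervals of its proximal and distal sides both lay under 48.9%, so neither side went in the direction of a gain. Chromosome 15 had 38.5% on the proximal side (26.5 to 52.04, 52 genes) and 55.9% on the distal side (48.88 to 62.7, 195 genes), which holds Myc and Recql4, and both intervals included the share of all called genes.

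**Figure D3:**
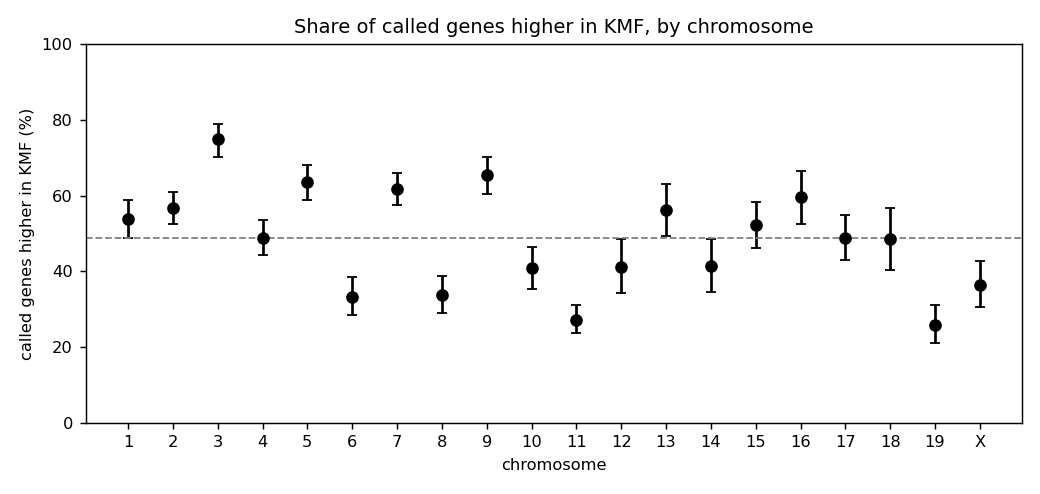
Share of called genes higher in KMF on each chromosome, in percent, with 95% Wilson intervals as bars. The dashed line is the share of all called genes, 48.9%; chromosome 3 lies highest at 74.9% and chromosome 19 lowest at 25.8%.

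Within some chromosomes the direction changed in blocks, of which examples are given here. It did not on chromosome 19, where the share higher in KMF lay between 14.3% and 31.8% in every 10-Mb block. On chromosome 10, 15.8% of the 19 called genes between 40 and 50 Mb were higher in KMF, against 88.2% of 17 between 110 and 120 Mb and 78.8% of 52 between 120 and 130 Mb. On chromosome 8, the share was 70.0% of 10 genes between 50 and 60 Mb and 10% of 20 genes between 60 and 70 Mb. Chromosome 4, whose overall share of 48.9% equalled that of all called genes, held 85.2% of 27 genes between 50 and 60 Mb and 25% of 20 genes between 60 and 70 Mb.

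**Figure D4:**
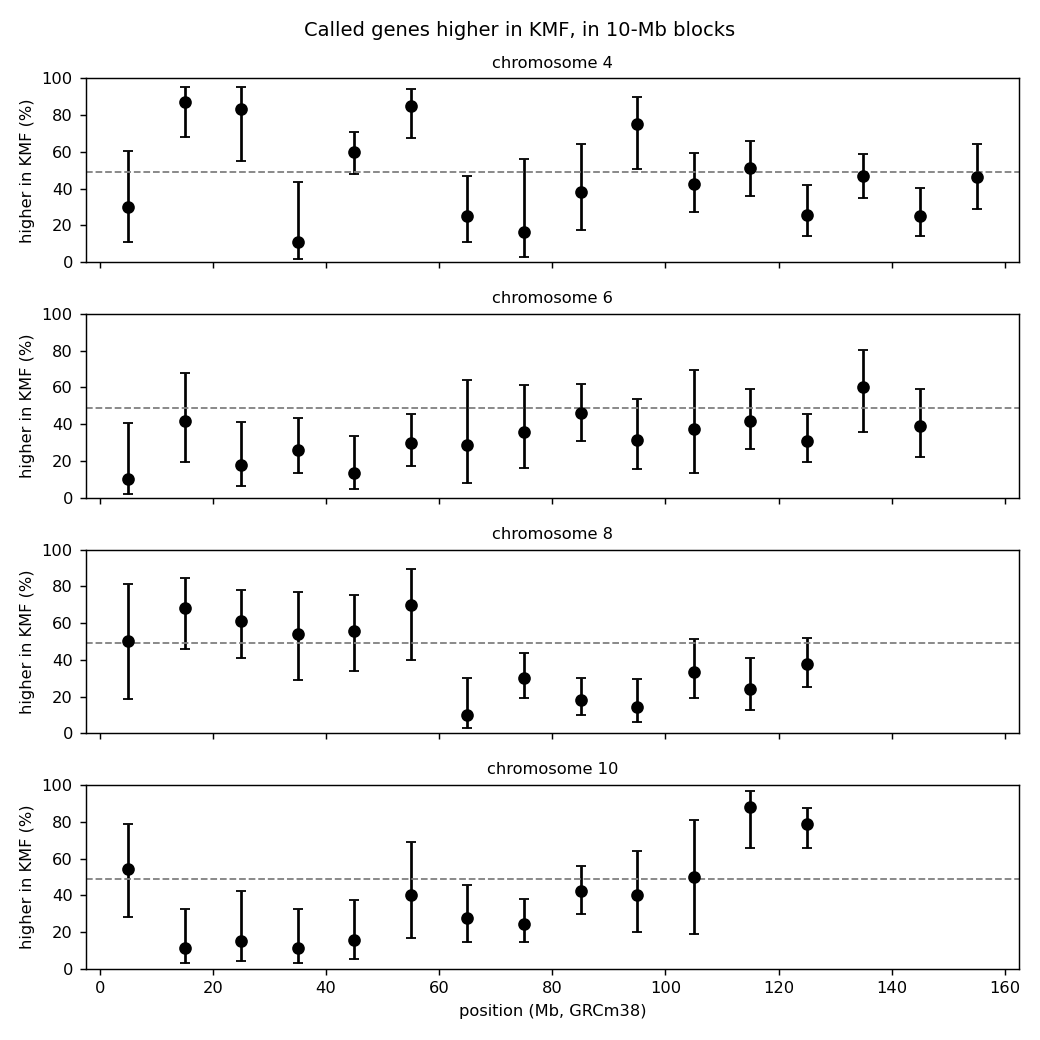
Share of called genes higher in KMF, in percent, in 10-Mb blocks of chromosomes 4, 6, 8 and 10 with at least 5 called genes, with 95% Wilson intervals as bars and the share of all called genes as a dashed line. Chromosome 8 changes from 70.0% to 10% at 60 Mb, and chromosome 10 rises to 88.2% beyond 110 Mb.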

Values the study reported

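With a threshold of FPKM above one, the study reported 10800 transcripts shared by the lines, 744 enriched in ID8 and 402 elevated in KMF.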

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

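No gene called both here and in an alternative fit of the counts or FPKM values had another direction there. The number of called genes was 6470, and 5189 to 5907 when each library was left out in turn. DESeq2 called 6830 genes, 6317 of them shared with the 6470, and a filter of at least 10 counts in every library called 5364. Genes changed at least 2-fold numbered 1487 under limma on log2(FPKM + 1), against 2821, because the pseudocount shrinks the change of low genes and the fit was limited to genes with a mean FPKM above 1. Without each library in turn they numbered 2618 to 2864.

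The share of called genes higher in KMF, 48.9%, was 45.7% under DESeq2, 45.9% with library totals alone, 41.5% with upper quartile scaling, 47.6% with at least 10 counts in every library and 50.3% with the authors' size factors, an alternative chosen after seeing the data. It ranged from 48.2% to 50.8% across the 6 fits that each left out a library. Upper quartile scaling shifted the median log2 fold change of all genes by -0.11, and its shares by chromosome include that shift. By chromosome it gave 46.2% on chromosome 1, 49.7% on 2, 69.8% on 3, 56.2% on 5, 25.8% on 6, 53.2% on 7, 26.8% on 8, 57.7% on 9, 32.1% on 10, 22.2% on 11, 47.5% on 13, 33.0% on 14, 45% on 15, 50.3% on 16, 39.4% on 17 and 29.95% on X. The share on chromosome 4 ranged from 50.4% to 54.2% when each library was left out, the latter without KMF replicate 2, and the cause was not tested.

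With at least 10 counts in every library, 0 beta-catenin targets were lower, 0 epithelial genes were higher and 0 leukocyte genes were lower, because that filter removes genes that fall to a few counts in a line. Among the 40 genes named by the fixed rule, 3 (Fos, Trp53 and Cdkn1a) changed their side of the threshold in some alternative, with 8 values weaker and 3 stronger. These genes lie near the threshold, and the counts of called phenotype genes ranged from 2 to 4 across the fits that left out a library, with 2 without ID8 replicate 1, KMF replicate 2 or KMF replicate 3 and 4 without ID8 replicate 2.

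The replicate numbers did not pair the samples. The correlations of deviations from the line means between libraries with the same number were 0.07, -0.12 and 0.08. With the replicate block, 5720 genes were called, of which 5640 were shared with the 6470, and Cdkn1a passed the threshold with an adjusted p-value of 0.0418 from edgeR (0.00265 to 0.239 over its alternatives). The planned camera and fry tests were not run because the table holds only genes already called. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes, the real split itself, and the rest gave 0. This cannot reach a share under 0.1, and the genes had been chosen on the real split, so it does not tell chance from a difference. Genes at the floor limit a fold change to a bound, and differences of genes outside the table were not analysed here.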

Other observations

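All tests in this part were chosen after the results they bear on had been seen. The number of listed genes with a mean FPKM above 1 in both lines was 5362. That is lower than the value quoted from the study above, and the table used here lists only called genes.

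The direction of change differed between chromosomes and, to a smaller extent, ran in blocks within them. Among 84421 pairs of called genes that lay 1 to 5 Mb apart, 56.0% had the same direction, against a mean of 50.01% when directions were shuffled over the genome and 54.6% when they were shuffled within chromosomes (permutation p-value 0.001 in both cases, the smallest that 1000 shuffles can give). Most of the excess thus lies between chromosomes, and 1.46 percentage points of it within them. Genes this far apart rarely overlap, which argues against reads shared between neighbours as the whole source of the blocks. For the difference between chromosomes, GC content was tested by shuffling directions within 50 bins of transcript GC content, available for 99.7% of called genes, and 14 of 20 chromosomes lay outside the 95% range, where 1 is expected by chance. Under 4 other scalings, the part of the excess between chromosomes was at least 4.41 percentage points, against 4.55 with TMM. For the blocks within chromosomes, directions were shuffled within 5 bins of GC content on each chromosome, and the excess was 1.48 percentage points, above all 1000 shuffles. Under the 4 other scalings the excess within chromosomes was at least 1.10 percentage points. That lowest value came from upper quartile scaling (permutation p-value 0.002), where the highest shuffle, 57.43%, passed the observed 57.34%. The excess thus remained under each scaling tried, which argues against scaling as the whole source of the blocks. Its size varied with the scaling, so a share of scaling in the blocks cannot be told apart from regional differences. A candidate explanation is regional differences in DNA copy number or in chromatin between the lines, which was not tested directly, since DNA was not analysed here.

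A simple carry-over of the reported DNA losses into RNA was tested on the side of chromosome 8 that holds Tusc3, split at the midpoint of the listed genes rather than at the reported bands. There 57.3% of 96 called genes were higher (47.3 to 66.7), and whether a loss acted there cannot be told apart from no effect because the interval includes 48.9%. The distal side of chromosome 8 had 25.3% of 265 genes higher (20.4 to 30.8). Chromosomes 10 and 13 also have reported losses, and the shares were 22.3% of 112 genes (15.6 to 30.9) on the proximal and 51.3% of 197 genes (44.3 to 58.2) on the distal side of chromosome 10, and 55.05% of 109 genes (45.7 to 64.1) and 57.8% of 90 genes (47.5 to 67.5) on those of chromosome 13. The bounds of the reported changes were not used here. The reported loss on chromosome 10 runs from band A1 to band D1, so the midpoint may not separate lost from other DNA. Its distal side joined unlike blocks, with 42.3% of 52 genes higher between 80 and 90 Mb and 78.8% of 52 between 120 and 130 Mb. The distal share of chromosome 10 therefore cannot tell whether the loss carried into RNA. Shares of called genes depend on which genes were selected into the table.

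Aldehyde dehydrogenase transcripts were mostly lower in KMF, although the study found a larger share of cells with high aldehyde dehydrogenase activity there. That assay counts cells above a gate, while RNA here is a mean over all cells, so these measures are unlike. Scaling may be set aside as the whole source, since 12 members were lower and called under each of 5 scalings. Reads shared between the paralogs Aldh1a1 and Aldh1a7 do not explain the fall of Aldh1a1, because the summed counts of the pair also fell, with a log2 ratio of -1.65 and 780 ± 201 against 248 ± 75.2 CPM (SD, n = 3 each). Members that were higher included Aldh3a1, which rose from 105 ± 27.8 to 204 ± 42.1 FPKM (SD, n = 3 each) with a log2 fold change of 1.00 ± 0.20 (SE). The study also detected ALDH-1A2 and ALDH-1B1 protein in KMF, set against FAK-deficient cells rather than ID8. Transcripts of both were lower in KMF than in ID8. Their log2 fold changes were -6.84 ± 0.92 (Aldh1a2, SE) and -2.56 ± 0.37 (Aldh1b1, SE). Aldh1a1, Aldh1a7, Aldh1b1 and Aldh3a1 were chosen after their values were seen. Among 10000 random lists of called genes matched on expression, 2.97% held as many lower genes. With 13 lists counted, that share is not past 5% divided by the number of lists, so the direction of the list cannot be told apart from a draw of called genes. One hypothesis is that the measured activity depends on a few members such as Aldh3a1, which was not tested.

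The ID8 library at passage 35 had lower cell cycle transcripts than the other ID8 libraries. Of 91 genes in the S phase and G2 and M phase lists, 81 were lower in ID8 replicate 3 than in both others, against 37.9% of all listed genes. The median deviation was -0.47 on the log2 scale, while the lowest median among 10000 random lists matched on expression was -0.10, so scaling of that library does not account for it. The higher level in KMF did not rest on that library. Without it the median log2 fold change of these genes was 1.51 in place of 1.72, and 90 in place of 91 were called higher. Passage may contribute, but a single ID8 library at that passage leaves passage number and the culture itself inseparable, and they cannot be told apart. All ID8 passages were higher than those of KMF, so the comparison between the lines cannot separate passage from line. In KMF, the library with the highest passage, 22, had the highest median of these genes, 6.57 log2 CPM against 6.31 and 6.29.

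Several imprinted genes, chosen after their values were seen, were at the floor in every KMF library. Besides Peg3 and Sgce they were Peg10 (at least 9.91-fold lower), Plagl1 (at least 5.83-fold), Ndn (at least 5.36-fold) and H19 (at least 11.7-fold). Other imprinted genes kept counts in KMF, among them Zrsr1 (331 to 522), Mcts2 (107 to 181) and Kcnq1ot1 (279 to 308). Sequencing depth does not account for Peg3, since KMF replicate 3 was the deepest of the 6 libraries and held 0 counts of it. On chromosome 6, Sgce, Peg10 and Ppp1r9a lie next to each other and were all at the floor in KMF, with 0 listed genes above the floor between them. A DNA deletion spanning these genes cannot be told apart from silencing here. Casd1, which lies before Sgce, had 398 to 661 counts in KMF against 892 to 1240 in ID8. Pon3, which lies after Ppp1r9a, had 42 to 98 against 461 to 614. Both neighbours were thus above the floor but also lower in KMF. On chromosome X, Bex2, Nxf3 and Tceal1 were at the floor in KMF, but the 2 genes between them that were above it, Tceal8 and Wbp5, had at least 369 counts in each KMF library. That argues against 1 deletion spanning the 3 genes. Tceal8 and Wbp5 were still lower in KMF, with log2 fold changes of -1.57 ± 0.11 and -0.44 ± 0.10 (SE). Arxes2, which lies before Bex2 and was chosen after its values were seen, had 3 to 9 counts in KMF against 445 to 711 in ID8. Silencing of separate genes or separate smaller deletions may explain the 3 genes at the floor, and neither was tested.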
